A study of Arabidopsis thaliana with 32 samples.

How the data were processed

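RNA-seq was performed on total RNA of whole seedlings in 32 samples: 4 genotypes, 2 temperatures and 2 times of day, with 2 replicates in each of the 16 groups. Per the labels' protocols, directional libraries were sequenced as paired ends of 75 bp. The labels' protocols state no aligner, counting tool, genome build or annotation, and no version of any, and nothing is assumed about them here.

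The authors deposited, for each sample, a list of 33557 genes on chromosomes 1 to 5, the mitochondrion and the plastid, with a locus and 3 measurements. Per the file headers, these are the raw count, the FPKM and the TPM of each gene. The raw counts as deposited are whole numbers with a different total in each sample and are not normalized. The FPKM values as deposited are scaled by gene length and library size and were used only to check the TPM column. The TPM values as deposited equal the FPKM values scaled to the same total in every sample, to within 4.4e-11. Between 6 and 22 genes of a sample had a deposited TPM of 0 with more than 100 reads, 5 to 18 of them in the plastid, so the TPM of such genes was not read as absence. TPM values were used in 1 alternative analysis only.

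Positions are those of the deposited loci, with 1 added to the start, since 44.7% of the genes then start where the TAIR10.1 table does and 0.41% do without it. The build of the loci is not stated. Symbols and gene types come from that table, in which 32810 of the 33557 identifiers were found. The table lists the DEK3 symbol as a synonym of AT4G26630.

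Sample names, groups and replicate numbers were taken from the labels. Sequencing runs were told apart by a number in the names of the deposited tables. The labels state no run, so this number may mark another kind of batch. 27 samples came from 1 run and 5 from another, all 5 of them replicate 2 samples at ZT8, 4 at 17°C and 1 at 27°C. The smaller run held 1 sample of each of its 5 groups and could not be analysed on its own. Totals were 8361473 to 14819097 counts in the larger run and 8480404 to 10192926 in the smaller. Replicates were compared before use. Their counts differed by more than sampling noise in every group (chi-square per degree of freedom 3.57 to 18.3), so no pair was treated as 1 library.

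Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by the filterByExpr function with its defaults (a minimum of 10 counts and a total of 15), which left 21480 genes. Libraries were scaled by the TMM method. A model with 1 mean for each of the 16 groups was fitted to all 32 samples by the quasi-likelihood functions glmQLFit and glmQLFTest, so that all comparisons shared the spread of all groups, with 16 residual degrees of freedom. The common biological coefficient of variation was 0.125. Each comparison was a contrast of group means. P-values were adjusted by the Benjamini-Hochberg method within each of the 15 comparisons, and genes with an adjusted p under 0.05 are called changed. Standard errors are from the residual spread of log2 CPM, with a prior count of 2, over all groups, while log2 changes are from the edgeR fit. For genes with few or no reads in a group, the prior count shrinks this spread. Such a standard error does not measure the error of the printed log2 change. Levels are CPM, counts scaled by the TMM library size. Principal components were computed on log2 CPM with a prior count of 2.

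Counts were simulated with the means, library sizes and spread of these samples, with 200 genes changed by a log2 of 1. These 200 genes had a mean of at least 20 reads, so the recovery does not apply to genes with fewer. The over-conditions comparison recovered 192 of them, and 5.9% of its 204 calls were false. The comparison of 2 samples with 2 recovered 151, and 6.2% of its 161 calls were false. Simulated counts varied independently, so the deviation that same-numbered samples share at ZT8 was left out. The 200 changed genes also exceed the 43 called in dek3-2 over conditions, which eases the adjusted threshold. Recovery and false calls in the dek3-2 comparisons themselves may therefore differ from these values.

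The genes named were fixed by a rule: a panel of DEK3, ARP6, CCA1, GI, PIF4, YUC8, HSP70, FLC and 3 further genes taken as DEK genes. To these were added, for each of 6 comparisons, the 2 largest rises and the 2 largest falls among changed genes that moved the same way between same-numbered replicates in every condition. The genotype, temperature and interaction comparisons, this rule and most alternatives were set before the data were examined. Reads shared between near-identical genes could have been split by the counting, which affects genes of multigene families such as the small heat shock proteins, so their values are less certain.

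The alternatives were a replicate block, a run block and both together; fits to the compared groups only; size factors of DESeq2; no filter on low counts, and a stricter filter of at least 50 counts in at least 2 samples; DESeq2 1.42.0; a log2 change of at least 1; an adjusted p under 0.01; and leaving out each sample in turn. Chosen after seeing the data were a replicate block separate for each time of day, limma 3.58.1 with trend on log2(TPM + 1) for genes with a TPM of at least 1 in 2 samples, counts thinned to the smallest library, and the samples of the larger run alone. Alternatives written for tables with normalized values only, a smaller pseudocount, quantile normalization and robust moderation, were not used here, since counts were deposited. Tables were read with Python 3.11.15 and pandas 2.3.3. GC content and gene length were taken from the TAIR10.1 sequence and table.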

Results

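The data comprised 32 RNA-seq libraries from whole Arabidopsis thaliana seedlings grown for 10 days in short days at 17°C or 27°C. Seedlings were collected at ZT0, the end of the night just before lights on, and at ZT8, the end of the day just before lights off. The 4 genotypes were the Col-0 wild type, arp6-1, dek3-2 and the dek3-2 arp6-1 double mutant. ARP6 is a subunit of the SWR1 complex, which places the histone variant H2A.Z in chromatin, and DEK3 is a chromatin-associated protein with a DEK domain. Each of the 16 combinations of genotype, temperature and time held 2 replicate libraries. Counts per sample totalled 8361473 to 14819097, with a median of 11425619, and between 22441 and 23507 of the 33557 listed genes had at least 1 count. In the smallest library, 3 counts made up 3.59e-05% of the total, the smallest share counted here as detectable, and this floor covers counting error only. The 10 highest genes held 3.33 to 5.62% of the counts of a sample. Within groups, the correlation across genes of log2 CPM (library-scaled counts) between replicates lay between 0.992 and 0.997, and no 2 samples held identical values.

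The transcripts of the mutated genes were examined first, in every sample. DEK3 (AT4G26630) lies on chromosome 4 from 13430527 to 13435770. Its level in CPM was 237 ± 38 (SD, n = 8) in Col-0 and 247 ± 23.4 (SD, n = 8) in arp6-1, with a lowest sample of 171. It was 76.2 ± 38.3 (SD, n = 8) in dek3-2 and 71.3 ± 29.5 (SD, n = 8) in the double mutant, with a highest sample of 154. Over conditions, DEK3 fell by 1.75 ± 0.13 (SE) on the log2 scale in dek3-2 (edgeR adjusted p 1.4e-09) and fell by 1.81 ± 0.13 (SE) in the double mutant (edgeR adjusted p 2.72e-11). By condition, the log2 change in dek3-2 was -1.75 at 17°C ZT0, -2.19 at 17°C ZT8 and -2.28 at 27°C ZT8, with edgeR adjusted p of 7.02e-04, 2.65e-05 and 1.15e-05. At 27°C ZT0 it was -0.79 and did not pass the threshold (edgeR adjusted p 0.606), with 154 and 110 CPM in the dek3-2 replicates against 230 and 227 in Col-0. The unfiltered fit gave this last change an adjusted p of 0.00754, and the fit on the 4 samples of the 17°C ZT8 comparison alone gave the change there an adjusted p of 1. ARP6 (AT3G33520) lies on chromosome 3 from 14093656 to 14095549. Its level in CPM was 18.6 ± 4.66 (SD, n = 8) in Col-0, 20.9 ± 5.87 (SD, n = 8) in dek3-2, 0.972 ± 0.940 (SD, n = 8) in arp6-1 and 1.67 ± 1.38 (SD, n = 8) in the double mutant. Every arp6-1 and double mutant sample held 3 to 43 ARP6 reads, and every Col-0 and dek3-2 sample held 117 to 362. Over conditions, ARP6 fell by 4.74 ± 0.09 (SE) on the log2 scale in arp6-1 and fell by 3.90 ± 0.09 (SE) in the double mutant (edgeR adjusted p 4.78e-19 and 7.11e-18).

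**Figure D1:**
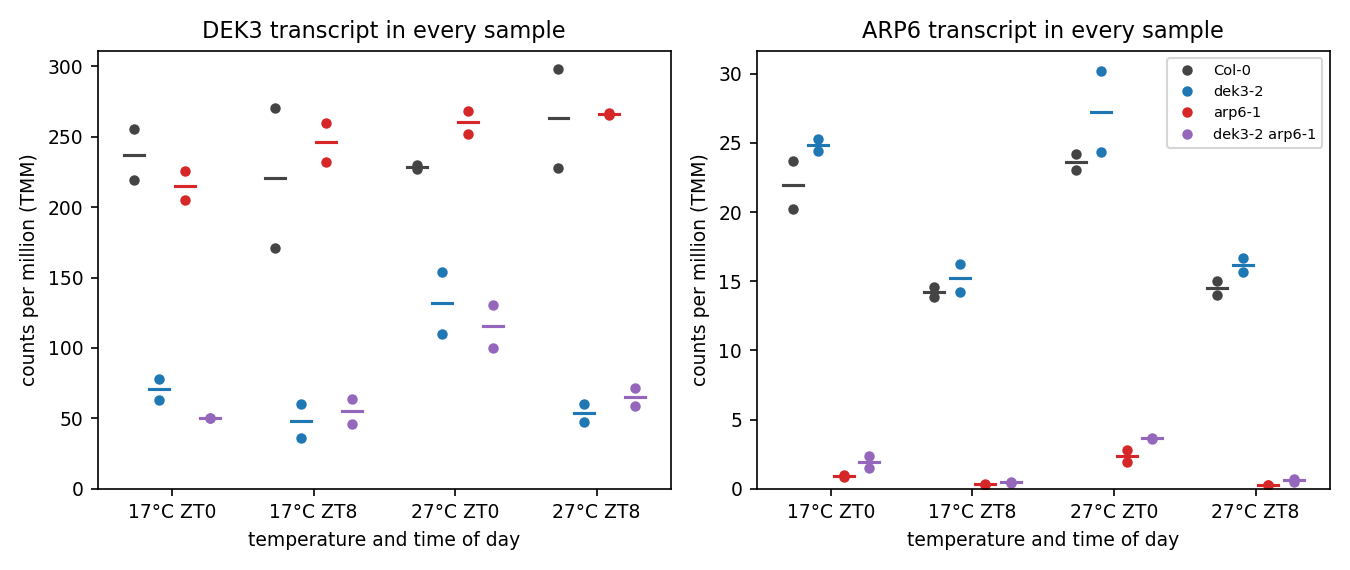
DEK3 (left) and ARP6 (right) transcript levels in CPM, with 1 point per sample and a short line at the mean of the 2 replicates of each genotype in each of the 4 conditions. DEK3 in dek3-2 reached 154 and 110 CPM at 27°C ZT0 and 36.1 to 78.0 in the other conditions, and ARP6 stayed at or below 3.64 CPM in arp6-1 and the double mutant.

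A principal component analysis of log2 CPM placed 43.0% of the variance on the first component, 19.9% on the second and 14.97% on the third. The first component separated all ZT8 samples from all ZT0 samples. On the second, each arp6-1 and double mutant sample lay above the Col-0 and dek3-2 samples of its own condition, while Col-0 and dek3-2 samples were interspersed in 3 of the 4 conditions. At 17°C ZT0 both Col-0 samples lay above both dek3-2 samples. Col-0 replicates at 17°C ZT8 lay at 60.3 and 76.6 on the first component, and the 6 mutant samples of that condition lay between 74.3 and 78.2.

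**Figure D2:**
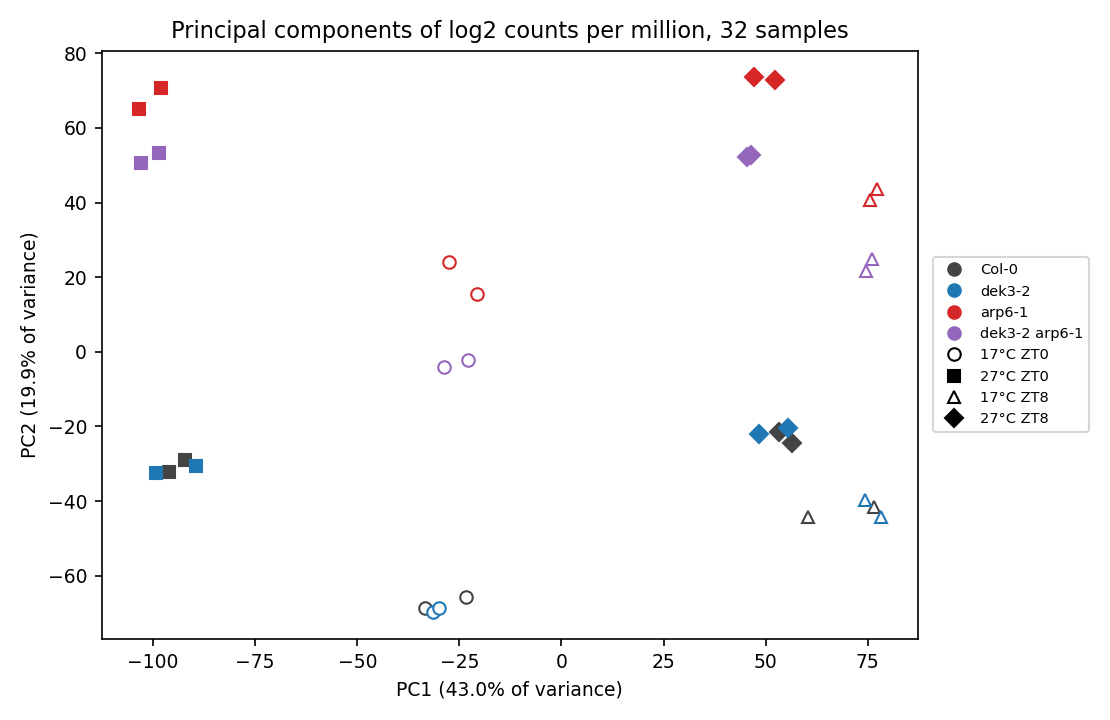
First and second principal components of log2 CPM of the 21480 tested genes, 1 symbol per sample, with colour for genotype, shape for condition and filled symbols for 27°C. The first component (43.0% of the variance) separates ZT0 from ZT8, and the second (19.9%) separates arp6-1 and the double mutant from Col-0 and dek3-2 within each condition.

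The time labels were examined through the change from ZT0 to ZT8 in Col-0, averaged over both temperatures. Of the 21480 genes tested, 12670 had an adjusted p under 0.05 in edgeR, 6561 higher and 6109 lower at ZT8. With the replicate number of the labels as a block, 12864 genes changed, and in the 27 samples of the larger sequencing run alone 12261 changed. In that run each genotype at 17°C ZT8, and dek3-2 at 27°C ZT8, had replicate 1 only. The morning clock gene CCA1 fell by 4.95 ± 0.56 (SE) on the log2 scale and the evening gene GI rose by 5.08 ± 0.28 (SE), with edgeR adjusted p of 9.63e-10 and 2.24e-13. CCA1 had 32.5 ± 41.7 CPM (SD, n = 2) in Col-0 at 17°C ZT8, with 24 reads in 1 replicate and 770 in the other. At 27°C ZT8 it had 3.81 ± 0.919 (SD, n = 2). Without replicate 1 of Col-0 at 17°C ZT8, the log2 change of CCA1 was -6.70.

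The comparison of dek3-2 with Col-0 asks which transcripts depend on DEK3. Averaged over the 4 conditions (8 samples against 8), 43 genes changed, 12 higher and 31 lower in dek3-2, with 1468 genes at an unadjusted p under 0.05 against 1074 expected by chance. Leaving low-count genes unfiltered moved this count most, to 196 genes. By condition, with 2 samples against 2, 6 genes changed at 17°C ZT0, 10 at 17°C ZT8, 7 at 27°C ZT0 and 5 at 27°C ZT8. In this order, 579, 640, 967 and 364 genes had an unadjusted p under 0.05, all fewer than the 1074 expected by chance. The replicate numbers of the labels were checked as a pairing. Deviations of same-numbered samples from their group means had a mean correlation across genes of 0.041 over all 120 pairs of groups, and of 0.258 over the 28 pairs at ZT8. For dek3-2 and Col-0 this correlation was 0.148, 0.384, -0.092 and 0.167 in the 4 conditions, in the order above. With the replicate number as a block, 41 genes changed over conditions, and 7, 9, 10 and 6 changed in the 4 conditions. A replicate block separate for each time of day, chosen after seeing the data, gave 62 over conditions and 7, 13, 13 and 8 in the 4 conditions. With the sequencing run as a block, 55 genes changed over conditions, and in the 27 samples of the larger run alone 45 did. Replicate 2 of both genotypes at 17°C ZT8 came from the smaller run, so the comparison within that condition could not be repeated in the larger run with replicates.

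The largest rises in dek3-2 among genes that moved the same way in every same-numbered pair were AT3G05170 and QQS. AT3G05170 (chromosome 3, 1466573 to 1468400) rose by 5.19 ± 0.18 (SE) on the log2 scale (edgeR adjusted p 4.38e-12). With 1 sample left out, its log2 change ran from 4.89 to 6.01. AT3G05170 had 0.200 ± 0.179 CPM (SD, n = 8) in Col-0, and 6.39, 5.79 and 5.86 on average in dek3-2, arp6-1 and the double mutant. QQS (AT3G30720) rose by 1.498 ± 0.22 (SE), from 1.14 ± 0.404 to 3.34 ± 1.20 CPM (SD, n = 8), with an edgeR adjusted p of 2.2e-04. The largest falls were AT2G06562 and AT3G44570. AT2G06562, a noncoding RNA gene on chromosome 2 from 2617554 to 2619173, had 32.8 ± 8.67 CPM (SD, n = 8) in Col-0. It had no reads in any arp6-1 or double mutant sample and at most 5 reads in a dek3-2 sample. AT3G44570 had 5 to 15 reads in each Col-0 sample and no reads in the other 24 samples. Its fall passed the threshold in edgeR (adjusted p 9.82e-04) and not in DESeq2 (adjusted p 0.126). FLC, a repressor of flowering, fell by 0.74 ± 0.14 (SE) in dek3-2 (edgeR adjusted p 0.003). The other 3 genes of the panel taken as DEK genes, AT3G48710, AT5G63550 and AT5G55660, changed by 0.06, 0.06 and 0.13 on the log2 scale in dek3-2 (edgeR adjusted p 1, 1 and 0.935).

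The comparisons of arp6-1 and of the double mutant with Col-0 ask which transcripts depend on ARP6, alone and without DEK3. Over conditions (8 samples against 8), 8713 genes changed in arp6-1, 4430 higher and 4283 lower, and 7914 changed in the double mutant, 4054 higher and 3860 lower. With the replicate number as a block, the pairing taken from the labels, these counts were 9020 and 8188, and in the larger sequencing run alone they were 8458 and 7823. In the limma fit to TPM more genes fell than rose, with 3670 higher and 4406 lower in arp6-1 and 3229 and 4241 in the double mutant. At a log2 fold change of at least 1, 1868 genes remained in arp6-1 and 1433 in the double mutant. In total 6478 genes changed in both mutants, 6446 of them in the same direction, and the log2 changes correlated across genes with r = 0.861. Both mutants were compared with the same Col-0 samples, which alone can raise r and the number of genes with the same direction. No value with Col-0 split is given for this pair, and genes are not independent replicates. FLC fell by 1.22 ± 0.14 (SE) in arp6-1 and by 1.86 ± 0.14 (SE) in the double mutant (edgeR adjusted p 2.8e-08 and 1.55e-10).

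The largest rises in arp6-1 were AT2G05914, a long noncoding RNA gene, by 9.77 ± 0.30 (SE) on the log2 scale, and AT5G36900, by 9.74 ± 0.18 (SE). Among the largest falls, AT2G06562 fell by 11.49 ± 0.16 (SE) and AT2G27402 fell by 9.72 ± 0.59 (SE). Their edgeR adjusted p, in this order, were 3.94e-17, 1.13e-13, 7.02e-12 and 1.3e-12. AT2G06562 had 0 reads in every arp6-1 and double mutant sample, so the size of its fall there is not measured. The standard error printed with it is not the error of that size. AT2G05914 had 68.5 ± 15.6 CPM (SD, n = 8) in arp6-1, 0.648 ± 1.16 in the double mutant and 0.105 ± 0.123 in Col-0. It lies in one of the chromosome segments described below, so its rise in arp6-1 need not follow from the loss of ARP6. In the double mutant the largest rises were AT5G36900 and the pseudogene AT5G43065, by 9.78 and 8.58, and the largest falls were again AT2G06562 and AT2G27402, with log2 changes of -11.49 and -8.62. Adjusted p in edgeR for these 4 genes lay between 1.91e-13 and 2.03e-11.

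Of the 43 genes changed in dek3-2, 26 also changed in arp6-1, 14 of them in the same direction, and 28 also changed in the double mutant, 20 of them in the same direction. Across genes, the log2 changes of dek3-2 and arp6-1, both taken against all Col-0 samples, correlated with r = 0.055. With Col-0 split so that each mutant was compared with a different replicate, r was -0.041 and -0.018. An offset between the Col-0 replicates enters these with opposite signs and can lower r. By condition, r was higher, with 0.090 at 17°C ZT0, 0.175 at 17°C ZT8, 0.080 at 27°C ZT0 and 0.189 at 27°C ZT8. There both mutants shared a single pair of Col-0 samples, which alone can raise r, and no split was made by condition. Whether the loss of DEK3 has another effect without ARP6 was tested by the difference between the double mutant against arp6-1 and dek3-2 against Col-0. This difference, called dek3 x arp6 here, was past the threshold for 474 genes, 395 positive and 79 negative, for 490 with the replicate number as a block, and for 427 in the larger sequencing run alone. The largest were AT5G49640 (8.47 ± 0.54, SE) and AT5G49440 (8.28 ± 0.82, SE) among the positive, and AT2G05914 (-9.83 ± 0.43, SE) and AT3G05170 (-5.18 ± 0.26, SE) among the negative, in log2 units. Their edgeR adjusted p were 9.54e-12, 2.21e-11, 1.11e-04 and 1.57e-11. The log2 value of AT2G05914 was -9.18 in the larger run alone and -9.03 without replicate 2 of dek3-2 at 17°C ZT8. Both fits leave 0 AT2G05914 reads in Col-0 and in dek3-2 at 17°C ZT8, groups that enter with opposite signs. The edgeR test could not give a low p there, so these fits do not test the difference. AT5G49640 had 0.402 ± 0.747 CPM (SD, n = 8) in arp6-1 and 38, 42.4 and 41.5 on average in Col-0, dek3-2 and the double mutant. The 474 genes were unevenly spread over the chromosomes, and 361 lay in 19 windows of 1 Mb that held 17.0% of all tested genes.

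**Figure D3:**
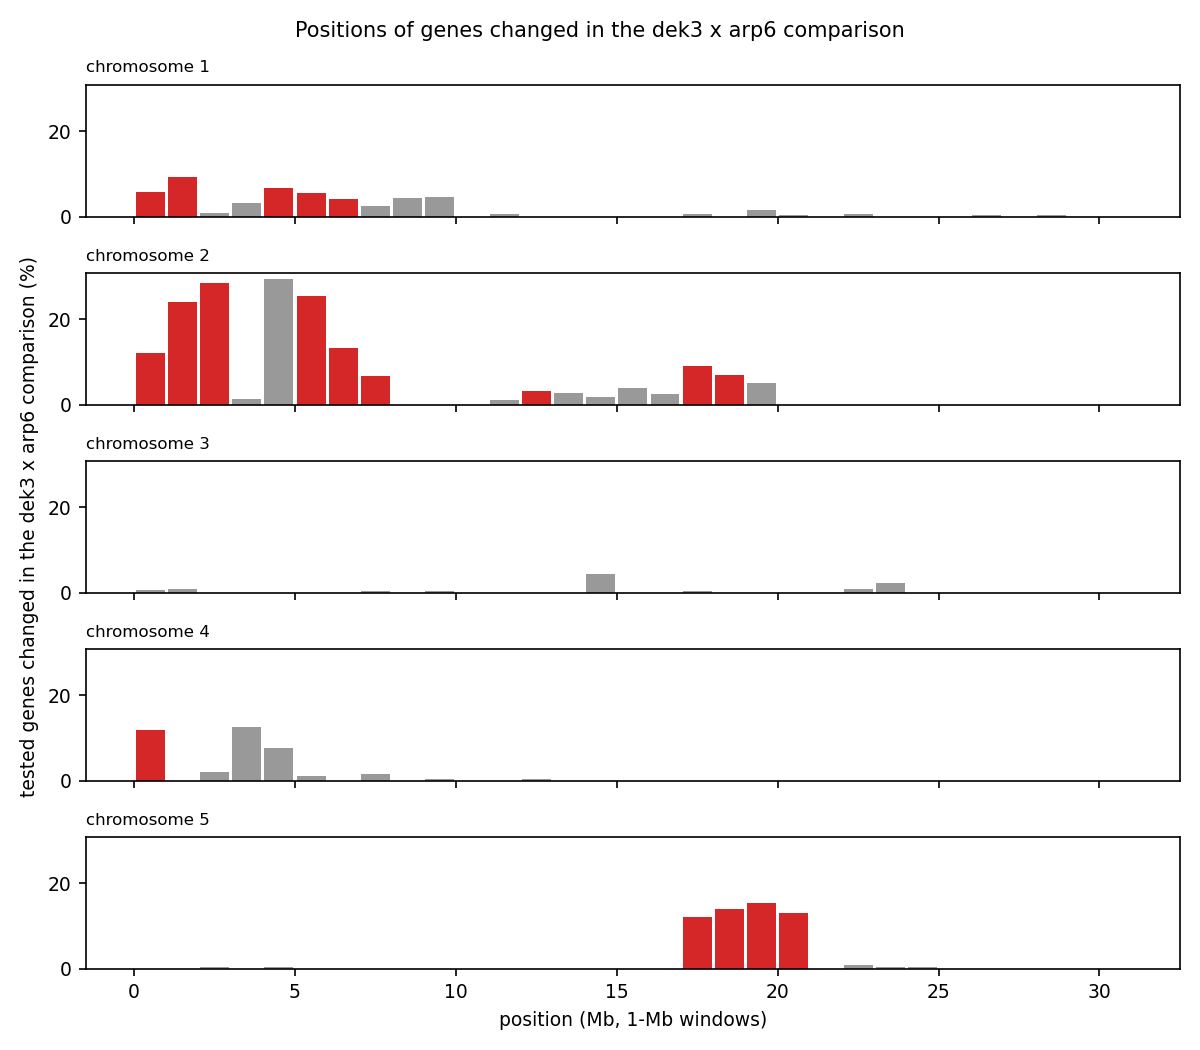
Percent of tested genes changed in the dek3 x arp6 comparison in each 1 Mb window of chromosomes 1 to 5. Red bars are the 19 windows in which at least 5% of every second gene changed, among windows with at least 20 such genes, and grey bars are the other windows; the red windows hold 361 of the 474 changed genes.

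The response of Col-0 to temperature was compared at each time of day, with 2 samples against 2. At ZT0, 8919 genes changed between 27°C and 17°C, 4435 higher and 4484 lower at 27°C. At ZT8, 3810 genes changed, 1869 higher and 1941 lower. The balance of directions did not hold in the limma fit to TPM, chosen after seeing the data, with 5138 higher and 3275 lower at ZT0 and 4577 higher and 897 lower at ZT8. Same-numbered samples deviated together with r = 0.088 at ZT0 and 0.148 at ZT8, and with the replicate number as a block the counts were 9224 and 4146. A replicate block separate for each time of day, chosen after seeing the data, gave counts of 10438 and 5595. The log2 change required moved these counts most, to 3405 and 1355 genes at a log2 change of at least 1. In total 2345 genes changed at both times, 1994 of them in the same direction, and the log2 changes correlated across genes with r = 0.461. Replicate 2 at 17°C ZT8 came from the smaller sequencing run, so the ZT8 comparison could not be repeated in the larger run with replicates. The difference between the responses, ZT8 minus ZT0, was past the threshold for 3938 genes, 2061 positive and 1877 negative, and for 4257 with the replicate block. In the larger sequencing run 3699 genes passed, but Col-0 at 17°C ZT8 was replicate 1 alone there, so that count has no replicate check in this group.

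PIF4, a transcription factor of warm-temperature growth, rose by 2.56 ± 0.19 (SE) on the log2 scale at ZT0 (edgeR adjusted p 6.6e-10) and by 0.11 ± 0.19 (SE) at ZT8 (edgeR adjusted p 0.715). The auxin synthesis gene YUC8 rose by 2.17 ± 0.27 (SE) at ZT0 and 0.06 ± 0.27 (SE) at ZT8, with edgeR adjusted p of 9.61e-07 and 0.93. HSP70 (AT3G12580) rose by 3.47 ± 0.33 (SE) at ZT0 and 3.57 ± 0.33 (SE) at ZT8, with edgeR adjusted p of 1.76e-08 and 5.27e-08. The largest rises at ZT0 were HSP17.6A (8.69) and RTFL21 (7.84), and the largest falls AT5G38930 (-8.78) and PRB1 (-8.53), all with edgeR adjusted p at or below 2.07e-04. These genes were near absent at 1 temperature, with 0 reads in both replicates of the lower group for all but RTFL21, which had 1 read in each. At ZT8 the largest rises were HSP23.6-MITO (7.04) and HSP17.4 (6.84), and the largest falls AT5G52055 (-6.72) and LHY (-6.29), with edgeR adjusted p of 0.00175, 5.35e-06, 0.00247 and 1.75e-04. HSP23.6-MITO had 0 reads in both replicates at 17°C, AT5G52055 had 0 in both at 27°C, and HSP17.4 had 0 and 1 at 17°C. The sizes of these 3 changes are therefore poorly measured. With 1 sample left out, the log2 change of HSP17.4 ran from 6.22 to 9.27. The clock gene LHY had 1521 reads in replicate 1 and 8 in replicate 2 of Col-0 at 17°C ZT8, and 8 and 12 in the 27°C replicates. Without that replicate 1, its log2 change was -0.32, a value with 1 sample in an arm and so without a test.

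**Figure D4:**
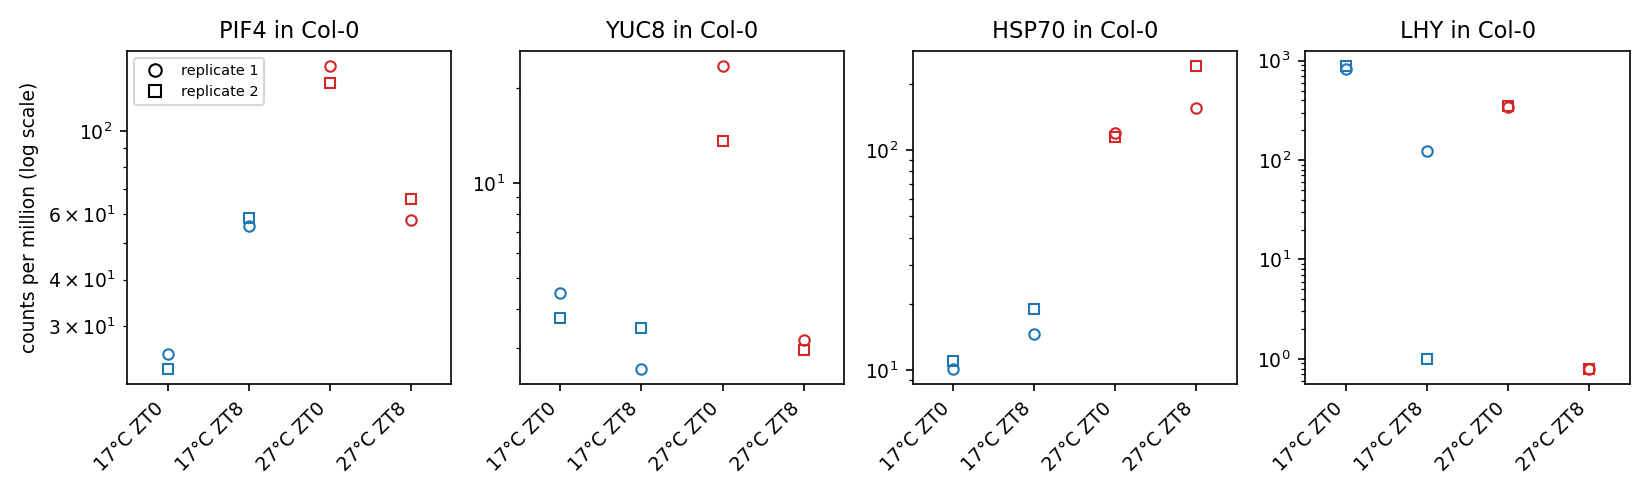
Transcript levels of PIF4, YUC8, HSP70 and LHY in the 8 Col-0 samples, in CPM on a log axis, with blue for 17°C, red for 27°C, circles for replicate 1 and squares for replicate 2. PIF4 and YUC8 are higher at 27°C at ZT0 only, HSP70 is higher at 27°C at both times, and the LHY replicates at 17°C ZT8 lie far apart.

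Whether the temperature response depends on genotype was tested by the difference in the mean 27°C to 17°C change between each mutant and Col-0. Genes at an unadjusted p under 0.05 numbered 354 for dek3-2, 2798 for arp6-1 and 2690 for the double mutant, against 1074 expected by chance. For dek3-2, 0 genes passed the threshold. For arp6-1, 144 genes passed, 64 with a larger and 80 with a smaller log2 change than in Col-0, and for the double mutant 60 passed, 26 and 34. With the replicate number as a block, the counts were 0, 176 and 105, and with the sequencing run as a block 0, 294 and 192. Same-numbered deviations correlated positively in 28 of 28 pairs of groups at ZT8, but with a mean of -0.062 between ZT0 and ZT8 groups. With a replicate block separate for each time of day, chosen after seeing the data, the counts were 0, 658 and 375. In the larger run alone they were 19, 114 and 100, with 1 sample of each genotype at 17°C ZT8. Leaving out only replicate 2 of Col-0 at 17°C ZT8, which is among the samples absent from the larger run, gave 21 genes for dek3-2. In both cases replicate 1, which had 770 CCA1 reads, was the only Col-0 sample left at 17°C ZT8. Of the 29 genes named here, 0 passed the threshold in each of these 3 comparisons, with 3, 2 and 3 at an unadjusted p under 0.05. The lowest edgeR adjusted p of these 29 genes were 1, 0.213 and 0.149. For some of them, AT2G06562, AT3G44570 and PRB1 among them, the test could not give a low p. They had 0 reads in whole groups that enter the comparison with opposite signs, so for these genes the question was not tested.

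**Figure D5:**
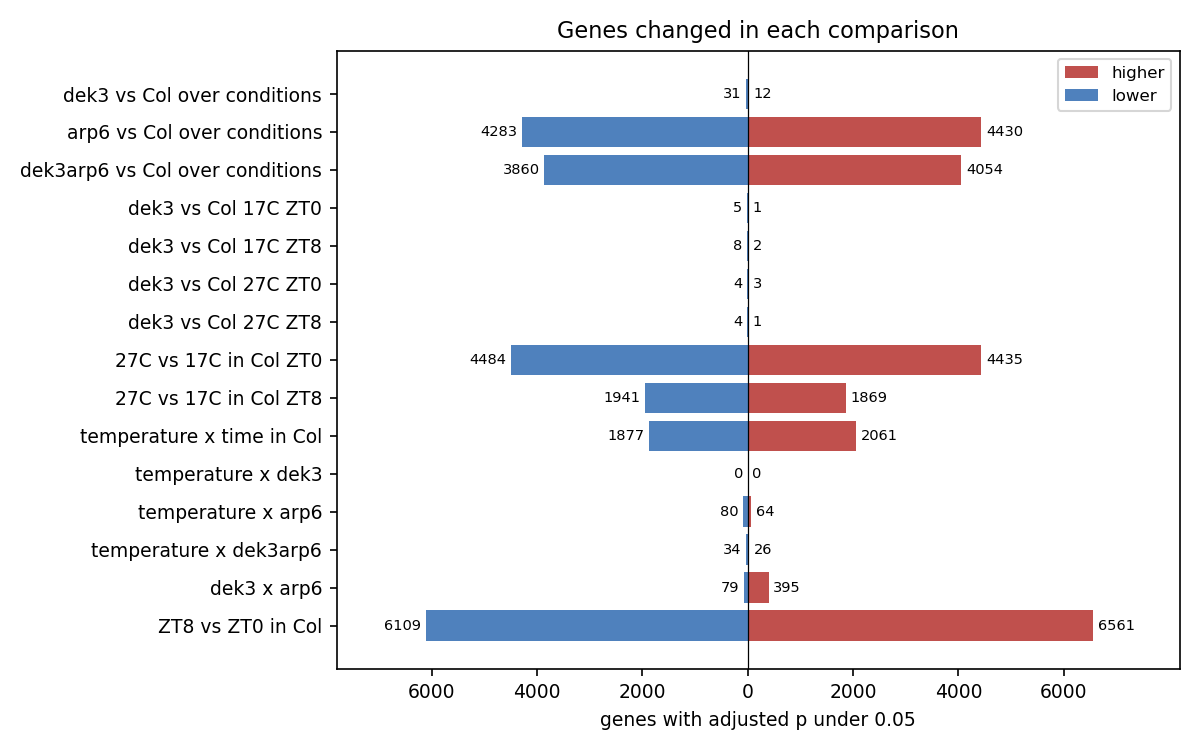
Number of genes with an adjusted p under 0.05 in each of the 15 comparisons, higher to the right in red and lower to the left in blue, with the numbers printed at the bars. The counts run from 0 for temperature x dek3 to 12670 for ZT8 against ZT0 in Col-0.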

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

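Each result below is a difference between groups in the same contrast, tested as an interaction term in edgeR. All tests of explanations in this part were chosen or written down only after the result was seen. An explanation was taken as set aside when at least 0.5 of the number of genes remained after its correction, and as sufficient when under 0.1 remained.

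The temperature response of Col-0 differed between ZT0 and ZT8 for 3938 genes. Thinning every sample to the smallest total left 3586 genes. Taking out each sample's shift with GC content or with gene length, over 20 bins of genes, left 4087 and 4689 genes, and 99.1% of the tested genes had both values. With the sequencing run in the model 4861 genes passed, and without replicate 1 of Col-0 at 17°C ZT8, the sample discussed among the other observations, 3061 did. None of these corrections removed the difference. Of the 8 splits of the Col-0 samples by time that part as many same-numbered pairs, 4 gave as many genes, the real one included, and 8 splits cannot give a share under 0.05. The other 3 that reached it exchange more time labels at 1 temperature than at the other, so they carry the difference between ZT0 and ZT8 itself. The remaining 4 gave 0, 0, 489 and 615 genes. The small number of splits, fixed by the design, cannot set a grouping by accident aside. In the edgeR test 6461 genes had an unadjusted p under 0.05, against 1074 expected by chance. This argues against such a grouping as the reason for the whole difference, though genes are not independent. The difference between times may be biological.

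Of the named genes, 5 differed between the times in their temperature response: PIF4 (-2.45 on the log2 scale, edgeR adjusted p 7.63e-07), YUC8 (-2.11, 0.00138), RTFL21 (-6.23, 0.00317), AT5G38930 (6.60, 0.0239) and LHY (-4.98, 0.00647). All 5 passed with the sequencing run in the model, so a run batch does not account for them. A mixed sample is a candidate explanation for some: without replicate 1 of Col-0 at 17°C ZT8, 3 of the 5 passed, PIF4 (-2.48), YUC8 (-2.34) and AT5G38930 (7.60). RTFL21 kept its direction (-5.07, edgeR adjusted p 0.275), and LHY turned to 0.98 (edgeR adjusted p 0.276). The LHY difference therefore rests on 1 sample, and the difference of PIF4 and YUC8 remains open to a biological explanation.

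The temperature response differed between arp6-1 and Col-0 for 144 genes. Thinning left 73 genes, close to the limit set, GC and length corrections left 162 and 275, the run block gave 294, and leaving out the Col-0 sample named above left 108. Genes outside the chromosome segments described below numbered 111. A replicate block separate for each time of day, chosen after seeing the data, raised the count to 658. Of 40 splits of the 16 samples, drawn from 128 that part the same-numbered pairs within each condition, 10 gave as many genes, the real one included. Of the other 9 splits that reached 144, 8 exchange more genotype labels at 1 temperature than at the other, so they carry the genotype difference itself. The remaining one, with 163 genes, exchanges as many at both temperatures, wholly at 17°C ZT8 and 27°C ZT0, so it carries any difference in the genotype effect between times of day. Of the 9 splits made of the real one and those that mix both genotypes in every condition, only the real one did, so the count is 1, and 9 splits cannot give a share under 0.05. The splits leave open the spread between samples of one condition, and were not repeated with the replicate block by time. In the edgeR test, which takes that spread into account, 2798 genes had an unadjusted p under 0.05, against 1074 expected by chance. For temperature x dek3, with the same Col-0 samples, 354 did. These values argue against that spread as the reason for the whole difference, though genes are not independent. A biological difference may exist.

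The temperature response differed between the double mutant and Col-0 for 60 genes. Thinning left 58 genes, the GC and length corrections left 92 and 158, the run block gave 192, leaving out the Col-0 sample left 49, and 52 genes lay outside the segments. The replicate block by time raised the count to 375. Of the 40 drawn splits 9 gave as many genes, the real one included. Of the other 8, 7 exchange more genotype labels at 1 temperature than at the other, and the remaining one, with 67 genes, exchanges as many at both. Among the 9 splits made of the real one and those that mix genotypes in every condition, 1 did, the real one. The same limits apply to these splits. In the edgeR test 2690 genes had an unadjusted p under 0.05, against 1074 expected by chance. As for arp6-1, this argues against the spread between samples of one condition as the reason for the whole difference.

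The difference called dek3 x arp6 was past the threshold for 474 genes. Thinning left 443 genes, the GC and length corrections left 481 and 507, the run block gave 537, and leaving out the Col-0 sample left 456. Of 40 drawn splits that exchange Col-0 with dek3-2 and arp6-1 with the double mutant within conditions, 2 gave as many genes, the real one included. The other one gave 516, exchanged labels only between Col-0 and dek3-2, and kept those of arp6-1 and the double mutant. It thus kept the difference between the double mutant and arp6-1, and the 38 splits that exchange any of those labels gave 0 to 219 genes. The share of 0.05 therefore does not test whether that difference arose by accident.

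A strain variant is a candidate explanation of dek3 x arp6. Windows of 1 Mb in which at least 5% of every second gene changed were used to define segments, and the remaining 10649 genes were held out. Of the 223 held-out changed genes, 165 (74.0%) lay in the segments, against 17.0% of all held-out genes, with a circular-shift permutation p of 4e-04 (10000 shifts). In the segments, held-out changed genes had a median log2 change against Col-0 of -0.01 in dek3-2, -1.08 in arp6-1 and -0.21 in the double mutant, and 145 of the 165 were lower in arp6-1. The arp6-1 line was the farthest from the other 3 in 88.8% of the held-out changed genes. This share decides nothing between the explanations, since arp6-1 would also stand apart if loss of DEK3 undid an effect of arp6-1, a joint action of DEK3 and ARP6. These values are in line with the arp6-1 plants carrying chromosome segments of another strain that the double mutant largely lacks, where reads may map less well or genes may differ. Outside the segments 113 genes remained. Of these, 44 lay in windows that touch a segment, and chromosomes 1 and 2 held 42 each, so part of the 113 depends on the limits that defined the segments. The clustering of held-out changed genes, 74.0% against 17.0%, argues against a joint action that does not depend on chromosome position as the reason for the genes in the segments. For the 113 genes outside, a joint action cannot be told apart from a strain variant.

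The 4 named genes of this comparison were AT5G49640 (8.47), AT5G49440 (8.28), AT2G05914 (-9.83) and AT3G05170 (-5.18). A strain variant in the segments could account for 3 of them, which lie inside, and not for AT3G05170, which lies on chromosome 3 and is near absent in Col-0 alone.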

How the results depend on the processing

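No paired analysis was made for the correlation of the dek3-2 and arp6-1 effects. Leaving out a sample gave no count for comparisons of 2 samples with 2, where 1 arm would hold 1 sample, and for named genes there only a log2 change was computed. The alternatives for normalized values (a smaller pseudocount, quantile normalization and robust moderation) were not run, since counts were deposited. For every change of a count below, the cause was not tested.

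Size factors of DESeq2 and the stricter filter kept all counts within 1.5 times the reported ones. The replicate block did so for all but temperature x dek3arp6 (105 against 60). Counts of arp6-1, of the double mutant, of temperature and of time of day in Col-0, and of dek3 x arp6 moved beyond 1.5 times only under stricter thresholds. At a log2 change of at least 1 the counts were 19 (dek3 over conditions), 1868 (arp6), 1433 (dek3arp6), 3405 and 1355 (temperature in Col-0 at ZT0 and ZT8), 2041 (temperature x time), 76 (temperature x arp6), 34 (temperature x dek3arp6), 240 (dek3 x arp6) and 4208 (ZT8 vs ZT0). At an adjusted p under 0.01 they were 18 (dek3 over conditions), 6 (dek3 at 17°C ZT8), 3 (dek3 at 27°C ZT0), 5273 (dek3arp6), 1981 (temperature at ZT8), 2224 (temperature x time), 24 (temperature x arp6) and 22 (temperature x dek3arp6).

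The counts for dek3-2 and for temperature x genotype were the unstable ones. With no filter on low counts they were 196 (dek3 over conditions), 14, 60, 58 and 10 (dek3 at 17°C ZT0, 17°C ZT8, 27°C ZT0 and 27°C ZT8), 13 (temperature x dek3), 500 (temperature x arp6) and 357 (temperature x dek3arp6). DESeq2 gave 25, 18 and 8 (dek3 at 17°C ZT8, 27°C ZT0 and 27°C ZT8), 1 (temperature x dek3), 236 (temperature x arp6) and 162 (temperature x dek3arp6). Fits to the compared groups only gave 1 and 17 (dek3 at 17°C ZT8 and 27°C ZT0), 68 (temperature x arp6) and 35 (temperature x dek3arp6). The run block gave 12 (dek3 at 27°C ZT0), 294 and 192 (temperature x arp6 and x dek3arp6), and with the replicate block added 13, 319 and 202.

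Of the alternatives chosen after seeing the data, the replicate block by time gave 13 and 8 (dek3 at 27°C ZT0 and ZT8), 658 (temperature x arp6) and 375 (temperature x dek3arp6). The limma fit to TPM gave 12 and 9 (dek3 at 27°C ZT0 and ZT8), 1 (temperature x dek3), 280 (temperature x arp6) and 179 (temperature x dek3arp6). It also shifted the directions, with 4577 genes higher and 897 lower for temperature at ZT8 (1869 and 1941 reported), 2620 and 1395 for temperature x time (2061 and 1877), and 5865 and 6463 for ZT8 vs ZT0 (6561 and 6109). Thinned counts gave 28 (dek3 over conditions), 3 (dek3 at 27°C ZT0) and 73 (temperature x arp6), so these were lower with fewer reads, while dek3 at 17°C ZT0 went from 6 to 8 and temperature x dek3arp6 from 60 to 58. The larger run alone, which also lacks replicate 2 of every genotype at 17°C ZT8, gave 19 (temperature x dek3) and 100 (temperature x dek3arp6). The count of 0 for temperature x dek3, with 354 genes at an unadjusted p under 0.05, held under some settings and not under others. The largest departures, 19 (all higher) and 21 without replicate 2 of Col-0 at 17°C ZT8, both leave replicate 1, the sample with end-of-night transcripts, as the only Col-0 sample of that group.

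Across fits that each left out one sample, counts ran from 18 to 48 (dek3 over conditions), 7916 to 8636 (arp6), 6960 to 8022 (dek3arp6), 0 to 21 (temperature x dek3, the highest without replicate 2 of Col-0 at 17°C ZT8), 34 to 163 (temperature x arp6), 24 to 112 (temperature x dek3arp6), 433 to 482 (dek3 x arp6), 2687 to 3328 (temperature x time) and 11485 to 11976 (ZT8 vs ZT0). The correlation of dek3-2 and arp6-1 effects (0.055) was -0.041 and -0.018 with Col-0 split and -0.019 as Spearman's rho. It ran from 0.039 to 0.082 with samples left out. Within single conditions it was higher, from 0.080 to 0.189, but both mutants then shared a single pair of Col-0 samples, which alone can raise it.

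For the named genes, 1096 values under alternatives covered 46 results: 1075 kept their direction and side of the threshold, or moved by less than the spread between replicates where no test was made, 14 moved by more, 4 became weaker and 1 stronger. AT2G05914 in dek3 x arp6 was counted as weaker in the larger run alone and without replicate 2 of dek3-2 at 17°C ZT8. In both fits the test could not give a low p, since whole groups had 0 reads, and the log2 values were -9.18 and -9.03. The 2 that reversed were AT3G48710 (-0.0439) and AT5G63550 (-0.0066) in dek3 without replicate 1 of dek3-2 at 17°C ZT8. Neither passed the threshold in any fit, and with samples left out they ran from -0.0439 to 0.133 and from -0.0066 to 0.124.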

Other observations

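The tests in this part were all chosen after the pattern was seen, on the same data, and each explanation is a hypothesis.

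Replicate 1 of Col-0 at 17°C ZT8 held transcripts of the end of the night. The 3 mutants at 17°C gave 14 marker genes, LHY, CCA1 and RVE8 among them, with over 20 CPM in every ZT0 sample and more than 20 times the highest ZT8 level. In this sample the markers had a median of 13.8% of their Col-0 level at ZT0, and in the other 7 samples of 17°C ZT8 0.963 to 1.36%, a range that the choice of markers keeps low in the mutants. A mixed sample is a candidate explanation. The excess over replicate 2 was 12.3% of the distance to the ZT0 level at the median and lay between 10.8 and 14.5% in all 14 genes, with a 90th percentile 1.21 times the 10th, whereas a shifted time of harvest should change clock genes by unequal amounts. A share of 12.3% predicted a median log2 difference between the replicates of 0.71 in 228 other genes, and the observed median was 0.91, with 222 of the 228 higher in replicate 1. The same genes differed by -0.0063 between the arp6-1 replicates, which came from the same 2 runs. A first version of this test, with replicate 2 itself as the baseline, predicted 0.74 in 239 genes and found 0.99. The 15 evening markers were predicted to fall by 0.19 and fell by 0.06. A run batch was tested with 12 markers chosen the same way from the 27°C samples alone, 5 of them among the 14, after a first version with the 14 markers was found unable to give a high share. The share was 17.3% in this sample, 3.29 to 7.52% in the 3 mutant samples of the same run and condition, and 2.05 to 4.03% in the 4 samples of the smaller run. The highest, 7.52%, is under 0.5 of 17.3%, the limit set, so a run batch alone does not account for the pattern, though by this test a part of it is not excluded. No biological explanation was tested.

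The residual transcripts of the mutated genes were higher at 27°C ZT0 than in the other conditions. DEK3 in dek3-2 was at 57.7% of its Col-0 level there and at 20.5 to 29.7% elsewhere, and in the double mutant at 50.5% against 21.1 to 24.9%. ARP6 in arp6-1 was at 10.1% against 1.78 to 4.21%, and in the double mutant at 15.4% against 3.34 to 8.81%. Tested as a difference from Col-0, the log2 values were 1.28 (edgeR adjusted p 0.818) and 1.10 (0.0433) for DEK3, and 1.95 (5.99e-04) and 1.61 (0.00108) for ARP6. A mixed sample with RNA of Col-0 could raise them. Transcripts otherwise near absent in a line reached a median of 1.41% of the Col-0 level in arp6-1 (36 transcripts), 1.68% in the double mutant (8) and 0.472% in dek3-2, where only 1 transcript could be used. Their highest shares were 4.75% in arp6-1 and 5.58% in the double mutant. In the double mutant these shares are too low for RNA of Col-0 to account for DEK3. ARP6 also lay above the highest share in both lines, but the median shares are more than 0.1 of the ARP6 share, so mixing as a part of the ARP6 rise is not set aside. In dek3-2 the transcript was AT2G06562, with at most 5 reads in a sample against at least 525 in Col-0, which speaks against RNA of these Col-0 samples at the share DEK3 would need. AT2G05914 and AT5G36900, with 46.2 and 54.8 CPM in arp6-1 at 27°C ZT0, had 0.300 and 0.125 in dek3-2, which speaks against RNA of arp6-1. In the double mutant AT2G05914 had 2.20 CPM at 27°C ZT0 and 0 to 0.202 in the other conditions. RNA of arp6-1 as a part of the DEK3 rise is therefore not excluded in the double mutant. AT2G06562 is near absent in all mutants, so RNA of plants of the dek3-2 stock with an intact DEK3 would not show in it, and the rise in dek3-2 cannot be told apart from such mixing. No other explanation was tested.

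Replicate 2 samples at ZT8 shared a deviation from replicate 1. GI was higher in replicate 2 in 8 of 8 groups (exact sign test, two-sided, p = 0.0078). GI belongs to the panel, and its offset was seen in the data before the test. The sign test also takes the 8 groups as independent, but a shared deviation links them, so this p overstates the evidence. A run batch could give such a pattern, but over the 3 pairs of ZT8 groups with all samples in the larger run the same-numbered deviations still correlated across genes with a mean of 0.207, against 0.258 over all 28 pairs. The mean was 0.324 over the 10 pairs with both replicate 2 samples in the smaller run, and 0.224 over the 15 with 1 there. The offset in the mutants correlated with the difference between ZT8 and ZT0 in Col-0 with r = -0.002 across genes. This decides nothing about a shifted time of harvest, since a small shift follows the slope of each transcript at ZT8, which these time points do not give. The offset cannot be told apart from such a shift, and no biological explanation was tested.

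Several of the strongest differences between dek3-2 and Col-0 were shared by all mutants. Of the 43 genes, 10 changed the same way in all 3 mutants and not between the double mutant and arp6-1, among them AT3G05170, AT2G06562 and AT3G44570. In the comparison of the double mutant with arp6-1, which uses no Col-0 sample and in which 900 genes changed, 10 of the 43 changed the same way with an edgeR adjusted p under 0.05, DEK3 and FLC among them, and 31 had the same sign. A strain variant in the Col-0 stock may account for the shared genes, but 10 of 43 is neither most nor few, so the pattern cannot be told apart from it.

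Other splits of the samples were counted for the comparisons over conditions. For dek3-2, arp6-1 and the double mutant against Col-0, 1 of 40 drawn splits gave as many genes in each case, the real one. For temperature x dek3 the real one gave 0 genes, beside 354 genes at an unadjusted p under 0.05. All 40 of the 40 splits reach a count of 0 whatever the data hold, so they test nothing here. For ZT8 against ZT0 in Col-0, 1 of 8 splits did, the real one, and 8 splits cannot give a share under 0.05. The other splits exchange replicates between the groups within conditions, so each arm holds samples of both groups in part of the conditions.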
